# Analysis of cataract-regulated genes using chemical DNA damage induction in a rat *ex vivo* model

**DOI:** 10.1371/journal.pone.0273456

**Published:** 2022-12-07

**Authors:** Risa Yamaoka, Fumito Kanada, Masaya Nagaya, Masaru Takashima, Yoshihiro Takamura, Masaru Inatani, Masaya Oki

## Abstract

Although cataracts affect almost all people at advanced age and carry a risk of blindness, the mechanisms of cataract development remain incompletely understood. Oxidative stress, which is a causative factor in cataract, results in DNA breakage, which suggests that DNA damage could contribute to the formation of cataracts. We developed an *ex vivo* experimental system to study changes in gene expression during the formation of opacities in the lens by culturing explanted rat lenses with Methylmethanesulfonate (MMS) or Bleomycin, which induce DNA damage. Lenses cultured using this experimental system developed cortical opacity, which increased in a concentration- and time-dependent manner. In addition, we compared expression profiles at the whole gene level using microarray analysis of lenses subjected to MMS or Bleomycin stress. Microarray findings in MMS-induced opacity were validated and gene expression was measured from Days 1–4 using RT-qPCR. Altered genes were classified into four groups based on the days of peak gene expression: Group 1, in which expression peaked on Day 1; Group 2, in which expression peaked on Day 2; Group 3, in which expression progressively increased from Days 1–4 or were upregulated on Day 1 and sustained through Day 4; and Group 4, in which expression level oscillated from Days 1–4. Genes involved in lipid metabolism were restricted to Group 1. DNA repair- and cell cycle-related genes were restricted to Groups 1 and 2. Genes associated with oxidative stress and drug efflux were restricted to Group 2. These findings suggest that in temporal changes of MMS-induced opacity formation, the activated pathways could occur in the following order: lipid metabolism, DNA repair and cell cycle, and oxidative stress and drug efflux.

## Introduction

Cataract is a disease in which the lens becomes opaque and vision is impaired. Despite the widespread use of phacoemulsification-aspiration in developed countries, cataracts are still the main cause of acquired blindness, mainly in developing countries [1]. The detailed molecular mechanisms of disease have not been elucidated. Pharmacologic interventions have yet to be developed [2], and the only clinically available treatment is surgical removal of the lens and replacement with an artificial lens.

UV radiation [3, 4], diabetes [5], and oxidative stress [6, 7] are known to contribute to cataract pathogenesis, and various animal models of cataracts have been used to elucidate the mechanisms and conduct drug screening.

Microarray analysis of lens epithelial cells from mice revealed that Orthodenticle homeobox 2 (*Otx2*) expression was increased after UV-irradiation [8]. In addition, immunostaining studies of lenses after UV-irradiation revealed increased expression of active caspase 3 [9]. In an *in vivo* experimental system using explanted rat lenses, administration of caffeine eye drops inhibited UV irradiation-induced formation of lens opacity [10]. Furthermore, UV-induced cataract formation was suppressed in Vitamin E-fed rats [11]. UV radiation exposure of rat lenses cultured *ex vivo* results in dose-dependent increases in opacity [9]. In *ex vivo* UV experiments, ROS-induced damage occurs in the lens, and UV-induced opacity is prevented by pyruvate [12] or caffeine [13].

Two animal models are used to study effect of diabetes on cataracts, including chemical induction of type 1 diabetes with streptozotocin in rats, and simulating the effects of hyperglycemia by supplementing a galactose-rich diet in rats. In an *ex vivo* experimental system, rat lenses are cultured *ex vivo* in galactose-enriched media to induce cataractogenesis, which could be related in part to abnormal ascorbic metabolism in the lens [14]. In addition, galactose-induced opacity is suppressed by histone acetyltransferase (HAT) inhibition and worsened by histone deacetylase (HDAC) inhibition, suggesting the involvement of epigenetic modifications [15].

In an *ex vivo* experimental system using selenite, chrysin, a type of polyphenol, alleviates opacity formation [16]. An *in vivo* experimental system using subcutaneous injection of sodium selenite also identified a protective effect of the polyphenol compound rosmarinic acid [17]. Thus, important causative factors and potential therapeutic targets have been identified in each experimental system, but drugs with antioxidant capacity tend to be effective in a wide range of experimental systems.

Oxidative stress is considered to be an important factor in the development of cataracts by all causes in humans [18], and is caused by reactive oxygen species (ROS) generated by cellular energy metabolism and by acute or prolonged exposure to UV light or ionizing radiation [19]. To directly investigate the effects of oxidative stress on cataracts, an *ex vivo* experimental system in which lenses are removed from rats and subjected to H_2_O_2_-induced oxidative stress is utilized. In this experimental system, treatment with AL-3823A, an antioxidant mimetic of glutathione peroxidase, prevents opacity formation [20]. On the other hand, a study evaluating the effects of H_2_O_2_ on lens epithelial cells identified a dramatic decrease in cell viability, increased aging-related factors, and pathological changes in cell morphology [21].

Oxidative stress damages cellular macular molecules through mechanisms such as protein modification, lipid peroxidation, and DNA base damage and fragmentation [18]. Although oxidative stress can cause both single- and double-strand DNA breaks [18, 22, 23], few studies have evaluated the direct effects of lens cell DNA damage on cataract formation [18, 24–29]. Ataxia telangiectasia mutated (ATM) and Ataxia telangiectasia and Rad3-related (ATR) are protein kinases that play important roles in the DNA damage response, and activate the transcription factor p53 as their primary target [30]. p53 activates transcription of downstream factors such as p21, leading to cell cycle arrest and, if strongly activated, apoptosis [31]. In our previous study, we reported that galactose-induced cataract formation is inhibited by Atm inhibitors, and that Atm is involved in cataract formation [15]. DNA damage is also increased in lens epithelial cells of cataract patients [25]. UV irradiation of lens epithelial cells, which causes cataracts, induces DNA damage and results in activation of ATM, which is associated with increased p21 and cell cycle arrest [32]. Collectively, these findings suggest that DNA damage could be related to cataract formation.

Methylmethanesulfonate (MMS), a DNA damage-inducing agent used in the present study, causes single-strand breaks by alkylating DNA, predominantly at adenine and guanine, resulting in base mispairing and replication blocking [33]. Bleomycin causes DNA damage by binding to metal ions such as iron to form a complex that produces ROS, which cause single- and double-strand DNA breaks between the 3’-4’ bonds of deoxyribose [34].

In the present study, we developed a new experimental system to induce opacity in rat lenses cultured *ex vivo* by adding MMS or Bleomycin to culture medium. This system has two advantages; one, it rapidly induces opacity in rat lens, and two, compared to other ex vivo experimental systems, it excludes off-target effects and allows a more DNA damage-focused mechanistic analysis. This newly developed experimental system of cataractogenesis will make a broad contribution to elucidating the role of DNA damage in the pathogenesis of cataracts.

## Materials and methods

### Lens enucleation and culture

We used 6-week-old male Sprague Dawley rats. Rats were euthanized with CO_2_ asphyxiation, and eyeballs were removed. Next, we enucleated lenses in PBS with using a dissection microscope. Enucleated lens were cultured in 2 mL serum-free M199 medium (Sigma) containing 0.1% BSA [35]. MMS (Nakalai tesque) or Bleomycin (Tokyo chemical industry) were added to the culture medium at final concentrations of 1 mM and 800 μg/mL, respectively. Culture medium was changed once daily, and fresh drug was added to the medium every time it was changed. All lenses were maintained at 37°C in a humidified incubator with 95% room air and 5% CO_2_. On the last day of culture, we photographed lenses with a microscope using a DP58 camera (Olympus) attached to an SZX12 stereomicroscope in a 35 mm dish containing 7 mL PBS. All experiments were approved by the Animal Research Committee of the University of Fukui (Approval number: 28091) and were conducted in accordance with the University of Fukui Animal Care and Use Regulations and Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research. The findings of the study were reported in accordance with ARRIVE guidelines.

### RNA extraction

After *ex vivo* assays, lenses were homogenized in TRIzol reagent (Thermo Fisher Scientific), and RNA was extracted according to the TRIzol manufacturer’s protocol. RNA was eluted in in DEPC water in and stored at -20°C until analysis.

### Reverse transcription and RT-qPCR

Lens RNA was reverse transcribed to cDNA with a reverse transcription kit (Applied Biosystems). After reverse transcription, the amount of cDNA was measured by RT-qPCR with SYBR Green master mix (Applied Biosystems), and threshold cycle data were normalized using *Gapdh*. The primer sequences are shown in S1 Table.

### Microarray data analysis

Microarray analysis of five lens sample groups were conducted: A control lens cultured with normal medium for 4 days, lenses treated with 1 mM MMS for 2 and 4 days, and lenses treated with Bleomycin for 2 and 6 days (n = 1/group). Microarray analysis was performed as previously described [15]. A rat Gene Chip Gene 2.0 ST Array (Thermo Fisher Scientific) was used for microarray analysis. Data were analyzed using R. The RMA (Robust Multi-array Average) algorithm was used to normalize data, and unnamed genes and genes with low signal values (Max signal < 5.00 for all samples) were excluded. Heat maps and PCA plots were generated for included genes. In addition, genes that were upregulated greater than 2-fold relative to control were extracted. Expression levels of these genes were quantitatively measured using RT-qPCR (n = 3). Gene networks were generated using STRING (https://string-db.org/), a database of protein–protein interactions. Data are available at GEO (Gene expression omnibus) under the accession number GSE194317 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE194317).

## Results

### MMS and Bleomycin-induced lens opacity

In our prior study, we reported that inhibitors of ATM, a key factor in the DNA damage response, prevent cataractogenesis [15]. Therefore, we hypothesized that the DNA damage response could contribute to the development of cataracts, and sought to determine if subjecting lenses to the DNA damage inducers MMS and Bleomycin would induce lens opacity. Lenses were enucleated from 6-week-old Sprague Dawley rats and cultured in medium containing MMS or Bleomycin for 1–6 days (Fig 1A). MMS induced opacity in the cortex of the lens, which was time- (Fig 1B) and concentration-dependent (Fig 1C), and progressed from the equatorial region to the center of the lens. Bleomycin also induced opacity in a time- and concentration-dependent manner (Fig 1D and 1E). Bleomycin-induced opacity was very thin at low concentrations and short incubations, manifesting as a thin and narrow white ring in the equatorial region (Fig 1D and 1E). Bleomycin-induced opacity progressed with increased incubation time and drug concentrations and spread from the equatorial toward the center of the lens.

**Fig 1:**
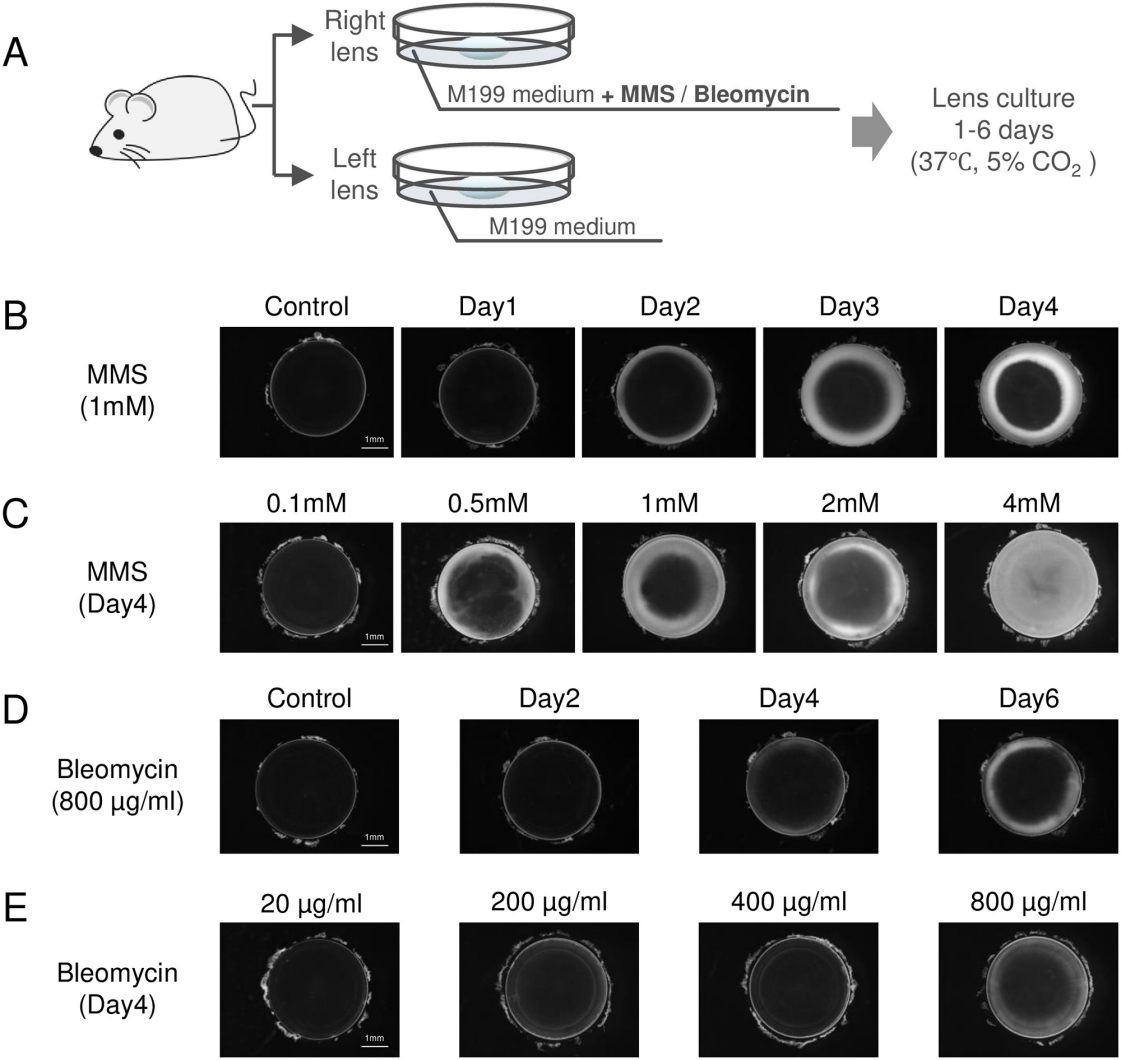
MMS and Bleomycin induce rat lens opacity in time- and concentration-dependent manners. **(A)** Schematic of the *ex vivo* experimental system used to induce opacity in rat lenses with MMS or Bleomycin treatment. Lenses were enucleated from 6-week-old male Sprague Dawley rats and cultured for 1–6 days. From each individual animal, one lens was cultured in medium containing MMS or Bleomycin, and the lens of the contralateral eye was cultured in vehicle control medium. **(B)** Opacity induced by incubation of lenses in medium containing MMS (1 mM) for 1–4 days. Control lenses were cultured in medium without MMS for 4 days. **(C)** Opacity induced by culture of lenses in medium containing 0.1–4 mM MMS for 4 days. **(D)** Opacity induced by incubation of lenses in medium containing Bleomycin (800 μg/mL) for 2–6 days. Control lenses were cultured in medium without Bleomycin for 4 days. **(E)** Opacity induced by culture of lenses in medium containing 20–800 μg/mL Bleomycin for 4 days.

We prepared paraffin sections of control lens cultured in medium without MMS or Bleomycin, lenses treated with MMS, and lenses treated with Bleomycin, and stained sections with hematoxylin and eosin for morphological analyses (Fig 2). Lenses treated with MMS exhibited an overall decrease in cell density in the superficial layer of the lens. Comparing lenses cultured at the same MMS concentration (1 mM) for 2 and 4 days, the surface layer cell density decreased as incubation time increased. In MMS-treated lenses, opacity increased as lens surface cell density decreased, suggesting that MMS-induced opacity was due to decreased cell density in the superficial layer of the cortical area. In the cross-section images of lenses treated with Bleomycin for 4 days, gaps were present between cells in the superficial layer of the cortical region of the lens, and cell density was reduced. These gaps were present not only in the transitional zone but also in the entire superficial layer. Observation of the lens interior using paraffin sections revealed that MMS- and Bleomycin-induced opacities were similar, and were likely caused by drug-induced decreases in cell density in the superficial layer of the cortex.

**Fig 2:**
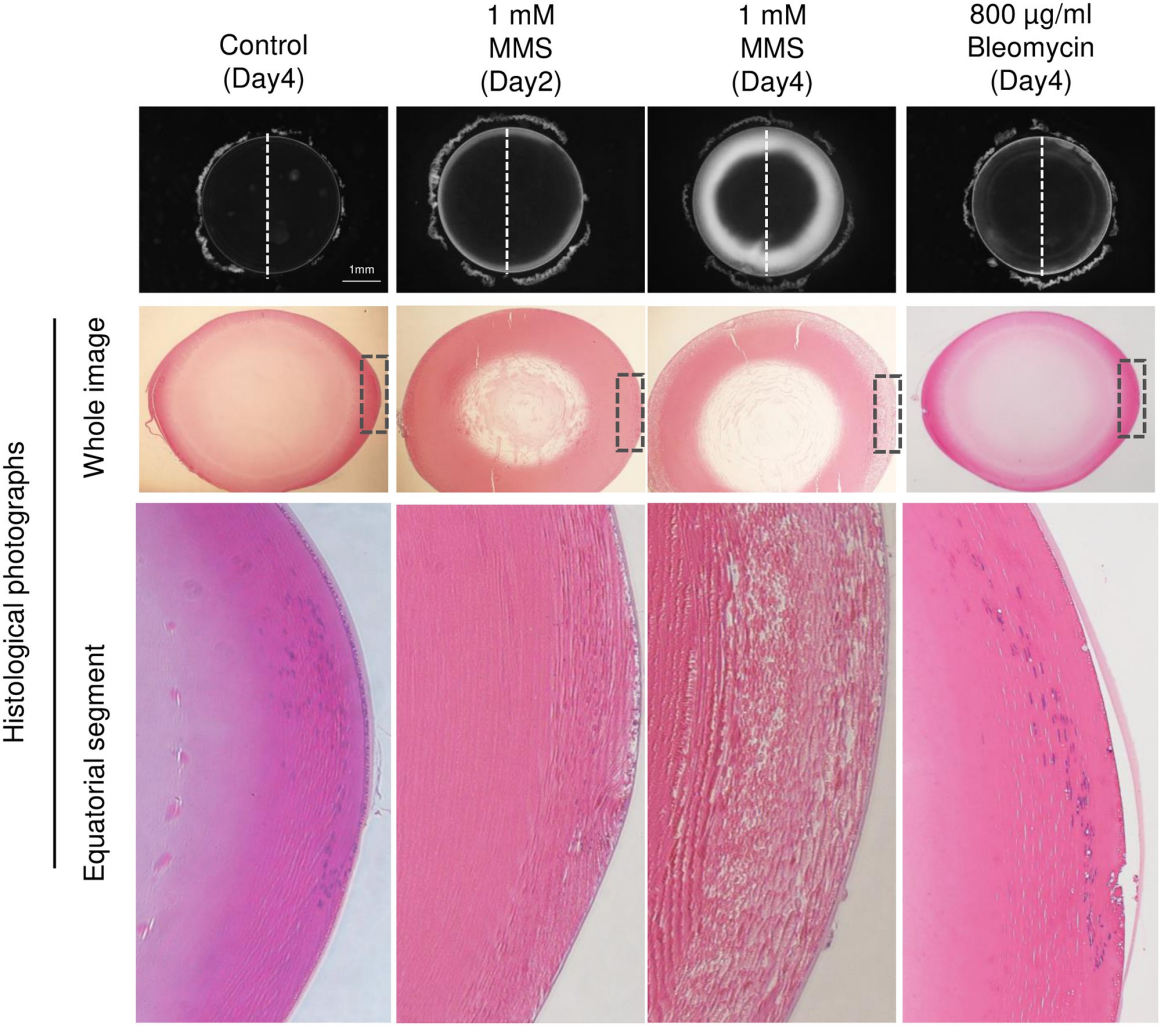
Cross-sectional morphology of lenses subjected to MMS or Bleomycin. The images in the top row show micrographs of the lenses. The images in the middle row show whole images of hematoxylin and eosin (H&E) stained paraffin cross-sections that were sectioned in the direction indicated by the dashed line on the micrographs (HE). The images in the bottom row are enlarged images of the equatorial part of the section image in the middle row, denoted by areas surrounded with dashed lines.

### Interrelationships between gene expression profiles of lenses with MMS or Bleomycin-induced opacity

To investigate changes in gene expression levels when lens opacity was induced by MMS or Bleomycin, microarray analysis was performed using mRNA from control, MMS Day 2, MMS Day 4, Bleomycin Day 2, and Bleomycin Day 6 lenses. 

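The arrays read RNA from rat lenses cultured outside the body under 5 conditions: normal medium for 4 days (Control), 1 mM MMS for 2 or 4 days, and 800 μg/mL Bleomycin for 2 or 6 days. MMS alkylates DNA bases, and Bleomycin breaks DNA strands through reactive oxygen species formed at a bound metal ion. Each condition had 1 array, so no difference between conditions has a replicate check, and no p-value is given. MMS Day 4 is the only treated array with the culture time of the Control, and in the other 3 arrays the drug and the days in culture differ from the Control together. Each array carried 36685 probes, of which 19086 had a gene symbol in the platform annotation and 18511 had exactly 1. The deposited values were log2 signals that the authors had normalized with RMA, with array medians between 2.84 (Control) and 3.02 (MMS Day 4). RMA returned exactly equal values for many probes, 18.4% of all probes between Control and MMS Day 2, so a difference of 0.00 can mean that the method did not separate the arrays. Gene differences are log2 signal of the treated array minus Control unless another pair is named, and 1 stands for 2-fold. All treated arrays were compared with the same Control array. Gapdh, the reference gene of the RT-qPCR, had no probe with that symbol, so its level was not checked.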

First, we compared overall expression profiles using heat maps and PCA plots (Fig 3). In the heat map, the pair of MMS (Day 4) and Bleomycin (Day 6) groups and the pair of MMS (Day 2) and Bleomycin (Day 2) groups were clustered close to one another (Fig 3A). 

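Idi1, an enzyme of cholesterol synthesis, was higher than in Control by 1.09 in both Day 2 arrays, and by 0.55 in MMS Day 4 and 0.61 in Bleomycin Day 6. Zeb2, a transcriptional repressor, had log2 differences of -1.43 and -1.53 in MMS Day 2 and Bleomycin Day 2, against -1.92 and -1.99 in MMS Day 4 and Bleomycin Day 6. Elovl6, which lengthens fatty acids, had -0.92 and -1.59 in the Day 2 arrays and -2.80 and -2.70 in the later arrays. These 3 genes were picked among the named genes after their values were seen, because their values follow the pairs. Over the 4327 named probes that passed the signal filter, the Euclidean distance was 24.4 between MMS Day 2 and Bleomycin Day 2 and 32.7 between MMS Day 4 and Bleomycin Day 6, and complete linkage joined both pairs directly. With no signal filter, with each array centred on its olfactory receptor probes, or with average linkage on 1 minus the Pearson correlation, the Day 2 pair was joined, then Bleomycin Day 6, then MMS Day 4.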

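Genes of the lens epithelium, the cell layer on the front of the lens, were lower in all 4 treated arrays than in Control. The median log2 difference of the 17 measured genes was -1.06 in MMS Day 2, -2.27 in MMS Day 4, -1.68 in Bleomycin Day 2 and -2.04 in Bleomycin Day 6. Between 10 and 15 of them were at least 2-fold lower in an array, and 0 were 2-fold higher. Cdh1, the epithelial adhesion protein E-cadherin, had -1.86, -3.22, -3.19 and -3.86 in the same order, and Pax6, a transcription factor of eye development, had -1.73, -3.08, -2.68 and -2.95. Foxe3, a transcription factor that lens epithelial cells need, had -1.84 in MMS Day 2 and -1.68 in each of the other 3. The arrays also differed as a whole, with a median over all 4033 measured genes of -0.15, -0.46, -0.14 and -0.28. Relative to that shift, the epithelial genes stood at -0.91, -1.81, -1.54 and -1.76, the 16 lens fiber cell genes at 0.15, 0.10, 0.24 and 0.23, and the 10 crystallins, the main lens proteins, at 0.31, 0.64, 0.36 and 0.45, but with each array centred on its olfactory receptor probes the crystallin median in MMS Day 4 was -0.08. Without the shift subtracted, 7, 11, 7 and 10 of the 16 fiber cell genes stood below Control and 8, 5, 9 and 5 above it. Among them, Ank2 had -1.23 in MMS Day 4 and -1.77 in Bleomycin Day 6, while Grifin had 0.16 and 0.09. Signals of crystallins such as Cryab (13.27 in Control), and of fiber cell genes such as Grifin (13.06), lie near the top of the array's range. Saturation was not tested there, so small differences at that level are no measure of stability. With no signal filter the medians over all 23 epithelial genes on the array were -0.87, -1.62, -0.91 and -1.68, and of 10000 random gene lists of the same size and mean signal 0 had a median as low in any treated array, with or without the filter. At least 2-fold lower than in Control were 402 probes in MMS Day 2, 1133 in MMS Day 4, 397 in Bleomycin Day 2 and 819 in Bleomycin Day 6, which is 88.7%, 95.4%, 91.5% and 93.2% of the probes at least 2-fold apart. With each array centred on its median over the kept probes these shares were 64.4%, 58.5%, 68.8% and 67.0%, and with quantile normalization 62.8%, 60.2%, 66.1% and 62.8%. With no signal filter they were 79.1%, 76.5%, 81.7% and 78.1%, and over all probes, named or not, 61.3%, 55.4%, 60.4% and 60.4%. The Euclidean distance from Control was 41.7 for MMS Day 2, 64.6 for MMS Day 4, 44.0 for Bleomycin Day 2 and 58.2 for Bleomycin Day 6.

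**Figure D1:**
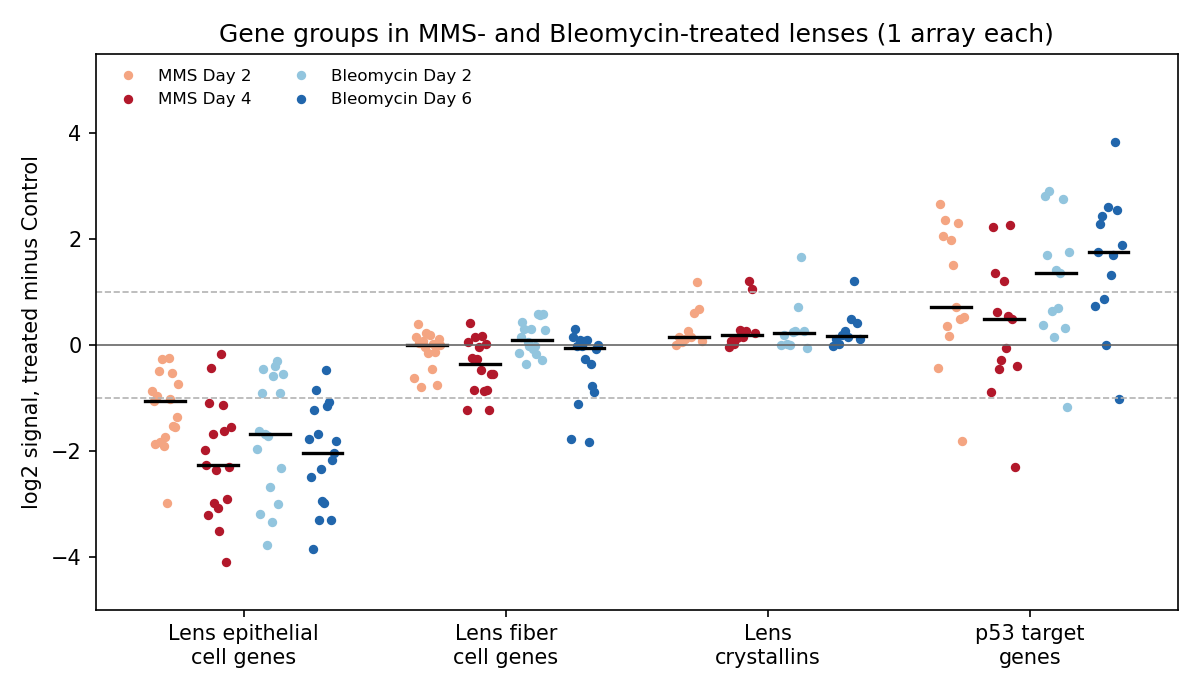
Log2 signal of each treated array minus Control for the genes of 4 fixed lists, 1 point per gene and 1 array per condition, with a black line at each list's median and dashed lines at 2-fold. The epithelial medians lie between -2.27 and -1.06 and the crystallin medians near 0, and the crystallin median in MMS Day 4 turns to -0.08 when arrays are centred on olfactory receptor probes.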

The control was clustered farthest away from the other treatment groups. In the PCA plot, the samples were plotted at increasing distances away from the control group. The distances increased progressively in ascending order as follows: MMS Day 2, Bleomycin Day 2, MMS Day 4, and Bleomycin Day 6 (Fig 3B). 

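Chrdl1, a secreted antagonist of bone morphogenetic proteins, was among the genes farthest below Control, with log2 differences of -3.30 in MMS Day 2, -4.61 in Bleomycin Day 2, -4.51 in Bleomycin Day 6 and -5.25 in MMS Day 4. Efemp1, an extracellular matrix protein, had -2.77, -4.49, -5.11 and -4.49 in that order of arrays, and Cpm, a carboxypeptidase of the cell membrane, had -3.25, -3.94, -4.75 and -4.48. Clu, a secreted chaperone with a log2 signal of 12.07 in Control, had -1.49, -1.81, -2.05 and -2.84. In a PCA of the 4327 named probes, centred and not scaled, PC1 held 66.4% and PC2 16.2% of the variance. The distance from Control on these components was 35.1 for MMS Day 2, 39.7 for Bleomycin Day 2, 57.9 for Bleomycin Day 6 and 64.4 for MMS Day 4. With 1 array per condition, the spread of these distances between lenses is not known.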

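The 3 measured transcripts of the mitochondrial genome were lower in the later than in the earlier array of both drugs. ND6, another mitochondrial gene, has a line in S2 Table that equals no probe here, so it was not compared. COX1, COX2 and COX3, subunits of cytochrome c oxidase, had log2 differences of -0.99, -1.46 and -1.13 between MMS Day 4 and MMS Day 2, and of -1.24, -1.65 and -1.23 between Bleomycin Day 6 and Bleomycin Day 2, and with median centring their medians of -1.13 and -1.24 were -0.78 and -1.07. The lens epithelial genes had a median of -0.94 between the MMS arrays (-0.59 with median centring and -0.46 with no filter), with 8 of 17 at least 2-fold lower (5 with median centring and 3 with quantile normalization), among them Gja1, a gap junction protein (-2.72), and Slc2a1, a glucose transporter (-2.57). Between the Bleomycin arrays their median was -0.32 (-0.15 with median centring and 0.00 with no filter), with 2 of 17 at least 2-fold lower. The p53 target genes had medians of -0.50 between the MMS arrays (-0.15 with median centring, -0.38 with quantile normalization and -0.25 with no filter) and 0.36 between the Bleomycin arrays (0.53, 0.45 and 0.07), where Plk3, a stress-responsive kinase, was higher by 2.23. Between the drugs, 61 probes were at least 2-fold higher in MMS Day 2 than in Bleomycin Day 2 and 22 were lower, and 41 were higher and 182 lower in MMS Day 4 than in Bleomycin Day 6. Between the days, 9 were higher and 335 lower in MMS Day 4 than in MMS Day 2, and 23 higher and 176 lower in Bleomycin Day 6 than in Bleomycin Day 2. After median centring these 4 splits were 61 and 22, 68 and 103, 40 and 110, and 36 and 100, and after quantile normalization 58 and 25, 45 and 100, 47 and 102, and 34 and 74. With no signal filter they were 112 and 55, 171 and 277, 168 and 446, and 102 and 236. After centring on olfactory receptor probes the split of MMS Day 4 against Bleomycin Day 6 was 19 and 296, and that against MMS Day 2 was 3 and 572. The 2 arrays of a drug lay 37.0 (MMS) and 30.0 (Bleomycin) apart in Euclidean distance, with a mean of 33.5, against a mean of 28.6 between the drugs at the earlier and the later stage. Across genes, which are not independent replicates, the later-minus-earlier differences of the drugs had r = 0.36, and the MMS-minus-Bleomycin differences of the 2 stages had r = 0.33, or 0.146 with no signal filter; neither pair shares an array.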

The difference in incubation time affected the expression profiles more strongly than did the difference in drug treatments between MMS and Bleomycin. These findings suggest that MMS and Bleomycin have similar effects on changes in the overall lens gene expression profiles. 

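Among 13 measured targets of p53, the transcription factor of the DNA damage response, 11 stood above Control in MMS Day 2, 7 in MMS Day 4, 12 in Bleomycin Day 2 and 11 in Bleomycin Day 6, and 6, 4, 7 and 9 were at least 2-fold higher. Their medians were 0.71, 0.49 (-0.17 with a signal filter at 6, 1.11 with median centring), 1.36 and 1.76. Some of them passed the signal filter only through their higher signal in treated arrays, and with no filter the medians over 27 genes were 0.37, 0.00, 0.36 and 0.44, with 0, 2572, 0 and 0 of 10000 random lists matched for signal as high. Eda2r, a member of the TNF receptor family, was higher by 2.92 and 2.43 in Bleomycin Day 2 and Day 6, and Plk2, a stress-responsive kinase, by 2.76 and 3.83. The Control signals of Eda2r, 2.91, and Plk2, 4.06, lie under the filter and leave the size of their differences unresolved. Ptp4a1, a phosphatase on the same list, was lower in each array, with log2 differences of -1.17 and -1.02 under Bleomycin. Between the later arrays, which also differ in days of culture, the p53 targets had a median of -1.38 for MMS Day 4 minus Bleomycin Day 6. At least 2-fold lower in MMS Day 4 were 10 of 13, and the median over 27 genes with no filter was -0.28. For MMS Day 2 minus Bleomycin Day 2, at equal days, the median was -0.27 with 1 of 13 at least 2-fold lower. With no filter that median was 0.00 over 27 genes. The metallothioneins, which bind zinc and copper, separated the drugs in both pairs. Their median over 3 genes was higher by 2.99 in MMS Day 2 than in Bleomycin Day 2. In MMS Day 4 it was higher by 2.84 than in Bleomycin Day 6. Mt1f had -1.69 and -1.16 under Bleomycin, Mt2A had -4.80 and -5.74, and the brighter of 2 Mt1 probes had -2.89 and -2.48, while the dimmer, under a signal of 5 in each array, had 0.29 and -0.19, and their mean, used in the median, -1.30 and -1.34. Nqo1, a quinone reductase that NRF2 induces, had a log2 difference of 3.56 between MMS Day 2 and Bleomycin Day 2, while Lig4, the ligase of double-strand break repair, had -1.78 and Cyp2b1, a drug-metabolizing enzyme, -2.78. These differences did not hold in the later pair. For MMS Day 4 minus Bleomycin Day 6, Nqo1 had -0.33 and Lig4 -0.58, and Nqo1 stood 2.22 above Control in Bleomycin Day 6. Lig4 reached a signal of 5 in Bleomycin Day 2 alone, with 5.43. Cyp2b1 was far below Control in both later arrays, with -4.13 in MMS Day 4 and -4.68 in Bleomycin Day 6. In Bleomycin Day 2, 37 probes were at least 2-fold higher than in Control, and in Bleomycin Day 6 60. On Day 2 the drugs shared 22 probes at least 2-fold higher, where independent lists would share 0.436 and simulated unchanged arrays that share 1 control shared 15.9, from lists of 43.6 probes on average. They shared 292 probes at least 2-fold lower (36.9 for independent lists), and in the later arrays they shared 28 higher (0.763 for independent lists and 15.9 in the simulation) and 674 lower (214 for independent lists). The simulated lists are far shorter than the lists of lower probes and are not set beside them. The differences from Control had r = 0.81 across genes on Day 2. The simulation had 0.50, which a shared control gives by construction at any noise level. The covariance on Day 2 was 0.295 against 0.069 in the simulation, a difference of 0.226. For the later arrays r was 0.82 and the covariance 0.505. The simulation took its noise from the difference between the Day 2 arrays, which also holds any drug effect. From the closeness of the profiles, the paper proposes that MMS and Bleomycin act alike on expression in the lens as a whole.

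**Figure D2:**
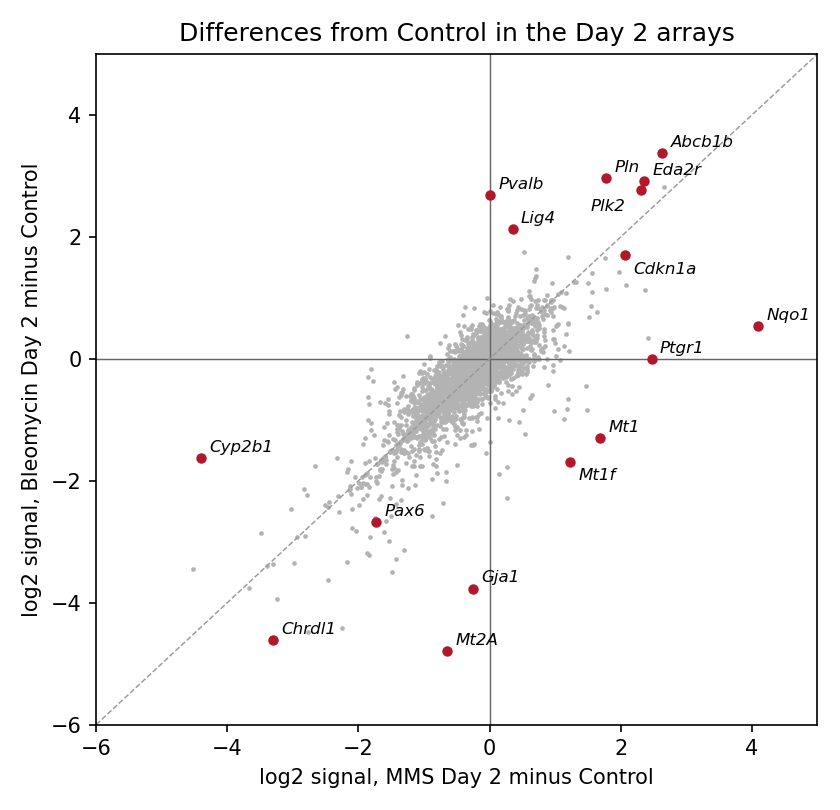
Log2 signal of MMS Day 2 minus Control (x axis) against Bleomycin Day 2 minus Control (y axis), 1 point per measured gene, with named genes in red and a dashed line at equal differences. Most genes lie along the line, with r = 0.81, while Nqo1, Mt1, Mt1f, Mt2A and Gja1 lie below it and Pvalb, Lig4 and Cyp2b1 above it.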

The above results prompted subsequent detailed analysis of lenses treated with MMS.

**Fig 3:**
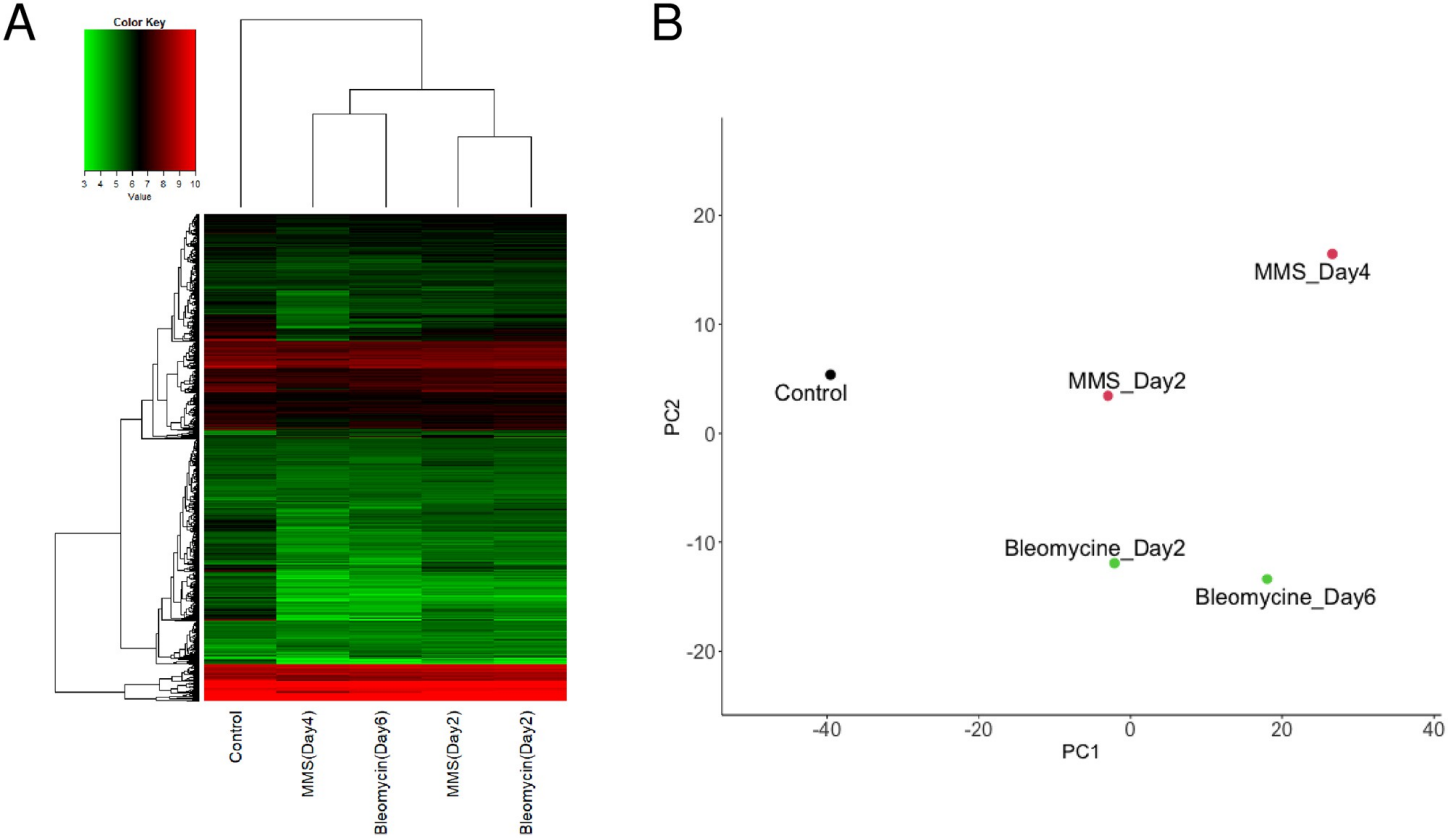
Interrelationships between expression profiles of lenses with MMS or Bleomycin-induced opacity. **(A)** Heatmap showing the relationship between gene expression profiles of Control, MMS Day 2, MMS Day 4, Bleomycin Day 2, and Bleomycin Day 6 groups. In the vertical direction, 4,649 genes remained after outliers (probes without a corresponding gene name and probes with signal values < 5) were excluded. Genes with decreased signal values are shown in green, and genes with increased signal values are shown in red. The clustering at the top indicates the similarity between samples, and the lower the clustering hierarchy, the higher the similarity between clusters. **(B)** A PCA plot showing the relationship between gene expression profiles of Control, MMS Day 2, MMS Day 4, Bleomycin Day 2, and Bleomycin Day 6 groups. The signal values of 4,649 genes, the same as in (A), were used to generate the PCA map. A closer distance between the sample dots indicates a higher degree of similarity between gene expression profiles.

### Identification of genes significantly upregulated by MMS

To investigate the genes involved in the formation of MMS-induced opacity, genes with significantly changed expression levels were extracted based on the microarray results of MMS Day 2 and MMS Day 4 samples. 

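Of the 36685 probes, 17599 had no gene symbol in the platform annotation used here. Of the 19086 named probes, 14759 stayed under a log2 signal of 5 in every array, and 4327 reached it in at least 1. All 10 crystallins on the array were among those kept, as were 16 of 18 lens fiber cell genes and 17 of 23 lens epithelial genes. Of 27 p53 target genes on the array 13 were kept, and of 27 genes of cell proliferation 2, namely Tyms and Pcna. Atm, the kinase that starts the DNA damage response, had a log2 signal of 2.51 in each array, where the filter leaves it out. Markers of retina, blood, macrophages and vascular endothelium had 0 genes above the filter. Atr had no probe with its symbol.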

First, after deletion of probes without gene names among 36,685 probes, we excluded 21,282 genes with low signal values, narrowing down the list to 4,649 genes. Then, 56 genes with more than 2-fold upregulation were extracted in comparison with Control and MMS Day 2, and 59 genes with greater than 2-fold increase were extracted in comparison with control and MMS Day 4. Accordingly, 92 total genes were categorized as being upregulated by MMS treatment, as some genes were extracted from both Day 2 and Day 4 (Fig 4A, S2 Table). 

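In MMS Day 2, 51 named probes were at least 2-fold higher than in Control, and 55 were in MMS Day 4. Of these, 30 of the 51 and 23 of the 35 called on Day 4 alone had a Control signal under 5, where the size of a difference is not resolved. Nqo1 had log2 differences of 4.10 on Day 2 and 1.89 on Day 4, with a Control signal of 3.55, under the filter. Of 21 measured targets of NRF2, the transcription factor of the oxidative stress response, 5 were at least 2-fold higher and 2 lower on Day 2, and 1 was higher and 3 were lower on Day 4, with medians of 0.09 and -0.19 (0.44 on Day 4 with median centring and 0.25 with quantile normalization). The others higher on Day 2 were Ptgr1, which reduces lipid aldehydes and had 2.47 on Day 2 and -0.19 on Day 4, Gstp1 (1.48 and -0.18) and Aldh3a1 (1.20 and 0.00), which detoxify electrophiles and aldehydes, and Ephx1, an epoxide hydrolase (1.13 and -0.67). Hmox1, the heme-degrading enzyme and an NRF2 target too, was lower on both days, with -3.48 and -3.46, as was Abcc4, an efflux pump, with -1.43 and -1.73, and Gclm, of glutathione synthesis, had -0.84 and -1.18. Of 13 p53 target genes, 6 were at least 2-fold higher on Day 2 and 4 on Day 4. Among them Cdkn1a, the cell cycle inhibitor p21, had 2.06 and 1.36, Mdm2, which degrades p53, had 1.52 and -0.05, and Gdf15, a secreted stress factor, had 1.98 and 1.21. Gadd45b, a DNA damage response gene, had 2.36 and 1.97, and Abcb1b, a drug efflux pump, had 2.63 and 1.42 over a Control signal of 1.86, also under the filter. The metallothioneins Mt1f (1.23 and 1.68) and Mt1 (1.29 and 1.87 on the brighter of 2 probes, 1.69 and 1.47 as the mean with a probe that stayed under a signal of 5) were at least 2-fold higher on both days, while Mt2A, the other of the 3 measured, had -0.65 and -1.70. Hmgcs1, the first committed enzyme of cholesterol synthesis, had 2.40 and 1.89 on the probe whose values equal its line in S2 Table. Scaling moved the counts, to 108 on Day 2 and 293 on Day 4 with median centring, to 143 and 282 with quantile normalization and to 41 and 29 with centring on olfactory receptor probes. The study chose most of these genes on the same arrays, so their direction is not independent evidence, and no difference here has a replicate check.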

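In all, 86 named probes were at least 2-fold higher in either MMS array, and 20 of them in both. Plk2 (2.30 on Day 2 and 2.27 on Day 4) and Cd80, a costimulatory surface protein (2.66 and 2.23 as the mean of 2 probes), were among those on both days. Of the 35 that were higher on Day 4 alone, Pvalb, a calcium-binding protein, had 3.61, against 0.00 on Day 2, and Defb11, a defensin, had 1.57 against -0.02. The Control signals of Plk2 (4.06), Cd80 (2.35), Pvalb (3.83) and Defb11 (3.45) lie under the filter, so the size of their differences is not resolved. Independent lists of these sizes would share 0.648 probes, and simulated unchanged arrays that share 1 control shared 15.9, from lists of 43.6 probes on average. The simulated noise came from the difference between the Day 2 arrays, which also holds any drug effect, so both simulated numbers may be too high. The 12 probes at least 2-fold higher in all 4 treated arrays included Plk2, Cd80, Cdkn1a, Gdf15, Gadd45b, Abcb1b and Crygf, a lens crystallin that was higher by 1.20 and 1.21 in the MMS arrays. With no signal filter the union was 556 and the overlap 61, with median centring 329 and 72, with quantile normalization 329 and 96, and with centring on olfactory receptor probes the union was 56.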

Next, the expression levels of these genes were quantitatively measured by RT-qPCR. We analyzed 68 genes after eliminating 24 genes that were either pseudogenes or for which primer design was difficult. 

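On the arrays, the genes that exceeded 2-fold by RT-qPCR were mainly those higher on Day 2. Of 48 tested genes that the arrays called on Day 2, alone or together with Day 4, 37 passed (77.1%), and of 20 called on Day 4 alone 1 passed (5%), Cib2, a calcium- and integrin-binding protein with log2 differences of 0.87 on Day 2 and 1.32 on Day 4. Among those that passed, Rbm3, a cold-inducible RNA-binding protein, had 2.09 and 1.37, Bpifb1, a secreted protein of mucosal surfaces, had 2.41 and 1.11, and Id1, an inhibitor of transcription factors, had 1.28 and 0.83. Of those that did not, Pvalb had 0.00 and 3.61, and Abo, a glycosyltransferase, had 1.56 and 1.53. With genes limited to array differences of at most 1.48, 16 of 24 called on Day 2 alone passed and 1 of 19 called on Day 4 alone. The median of the larger of both MMS differences was 1.51 over the genes that passed and 1.13 over those that did not. Their median Control signals were 4.34 and 4.84. The study chose all of these genes on the same arrays, so their array values are no independent evidence of the direction, and the paper's text does not give the day of this RT-qPCR.

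**Figure D3:**
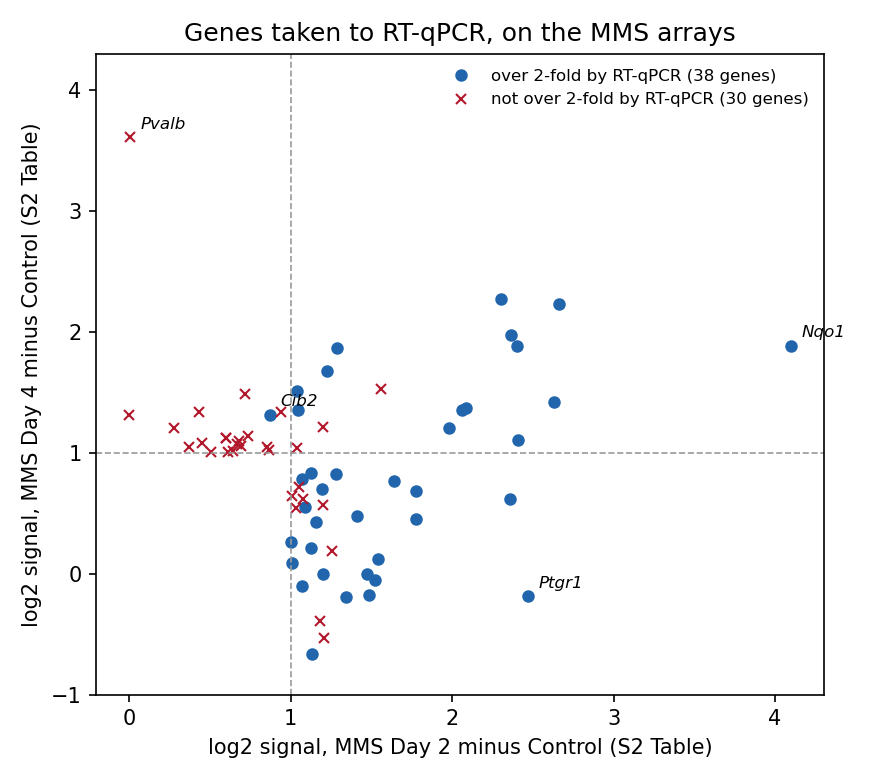
Log2 signal of MMS Day 2 (x axis) and MMS Day 4 (y axis) minus Control for the genes taken to RT-qPCR, from the values of S2 Table, with dots for the 38 genes over 2-fold by RT-qPCR, crosses for the others and dashed lines at 2-fold. The 37 dots at or right of the vertical line were called on Day 2, and of the genes left of it only Cib2 is a dot.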

Thirty-eight genes were found to increase more than 2-fold compared with control, so were in accordance with microarray findings (Table 1, Fig 4A). In addition, to examine changes in the expression levels of these 38 genes over time, RNA was extracted from lenses treated with MMS for 1, 2, 3, and 4 days and gene expression levels were measured (Fig 4B).

**Fig 4:**
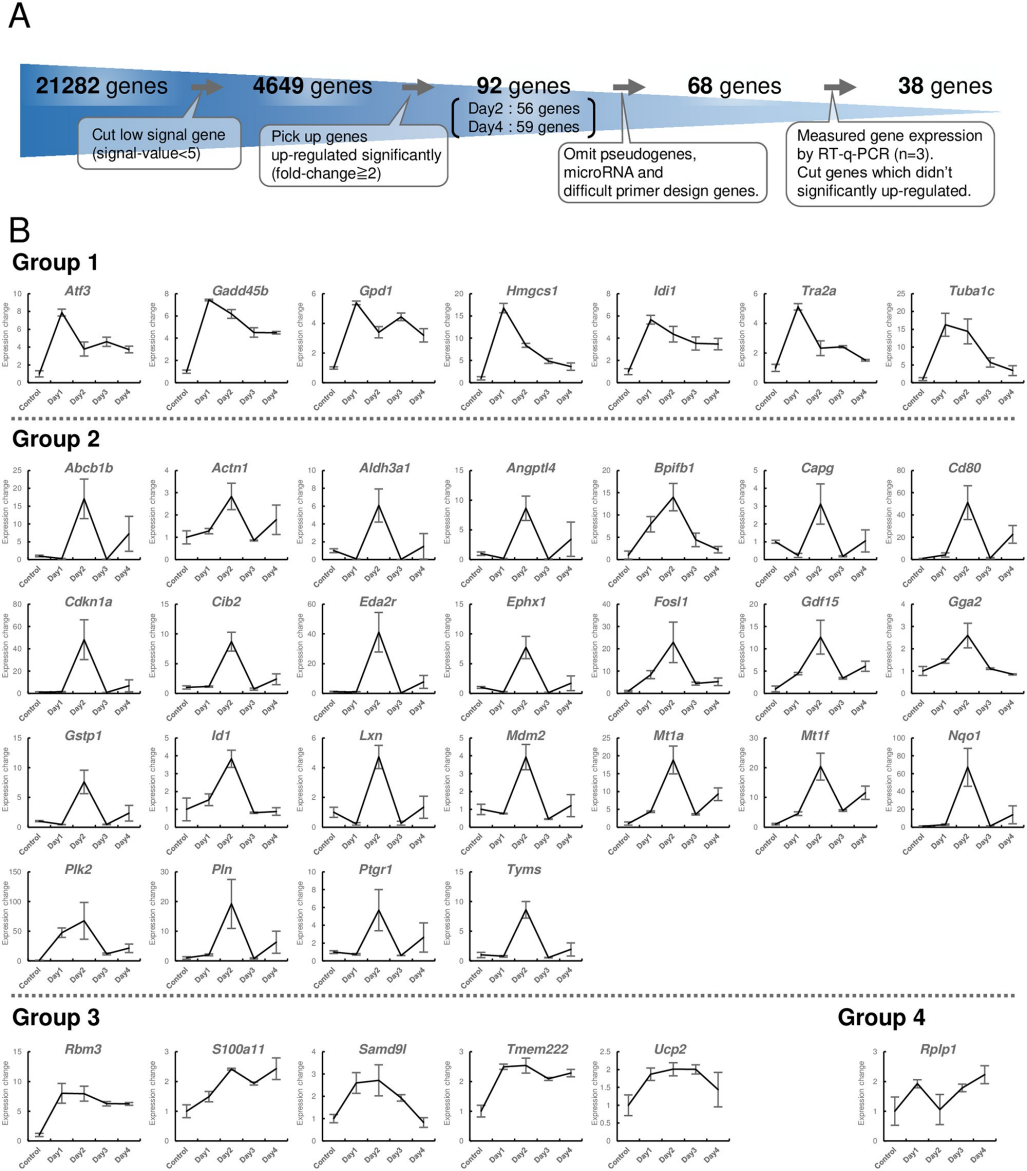
Quantitative analysis of changes in gene expression levels. **(A)** The process of narrowing down genes that were significantly altered by MMS treatment. **(B)** Quantitative gene expression analysis by RT-qPCR (biological replicates, n = 3 /group) (S1 Fig). Gene expression levels of 38 genes extracted by the method in (A) were measured at 1, 2, 3, 4 days after MMS treatment and in Control samples, Changes in gene expression levels over time were tracked and are represented in a line graph. Genes were classified into four groups according to the pattern of expression level changes over time.

**Table 1:** List of genes with significantly altered expression in RT-qPCR (biological replicates, n = 3/treatment group).

Group1	Group2		Group3	Group4
*Atf3*	*Abcb1b*	*Gga2*	*Rbm3*	*Rplp1*
*Gadd45b*	*Actn1*	*Gstp1*	*S100a11*	
*Gpd1*	*Aldh3a1*	*Id1*	*Samd9l*	
*Hmgcs1*	*Angptl4*	*Lxn*	*Tmem222*	
*Idi1*	*Bpifb1*	*Mdm2*	*Ucp2*	
*Tra2a*	*Capg*	*Mt1a*		
*Tuba1c*	*Cd80*	*Mt1f*		
	*Cdkn1a*	*Nqo1*		
	*Cib2*	*Plk2*		
	*Eda2r*	*Pln*		
	*Ephx1*	*Ptgr1*		
	*Fosl1*	*Tyms*		
	*Gdf15*			

Lists of genes grouped according to their expression patterns over time. Group 1 comprises genes that showed a trend of increased expression on day 1 and then a decrease in expression. Group 2 comprises genes that showed a trend of increased expression peaking on day 2 and then a decrease in expression on days 3 and 4. Group 3 comprises genes whose expression tended to increase gradually from day 1 to day 4, or whose an increase in expression was maintained from day 1 to day 4. Group 4 comprises a group of genes whose expression levels repeatedly increased and decreased from day 1 to day 4.

When expression level changes were plotted on a line graph, they were categorized into four patterns. Group 1 showed a trend of increased expression on Day 1 that subsequently decreased, and seven genes were categorized in this group. Group 2 showed a trend of increased expression peaking on Day 2 with subsequent decreasing expression on Days 3 and 4, and 25 genes were categorized in this group. Group 3 showed progressively increasing expression from Days 1 to 4, or maintained upregulated expression levels from Days 1 to 4, and five genes were classified in this group. Group 4 showed oscillating up- and downregulation from Days 1 to 4, and one gene was classified in this group. During the initial period (Day 1), lens opacity did not change appreciably, but the expression of some genes changed significantly.

### Functional analysis of genes significantly increased by MMS

To determine which pathways were activated by MMS-induced DNA damage to provoke lens opacity, based on the results of changes in gene expression levels over time obtained by RT-qPCR, STRING analysis was performed on the 38 genes that were significantly increased in RT-qPCR findings. Fig 5 shows the functional protein association networks based on interactions predicted by the known biological functions of the genes and proteins. Twenty of 38 genes were linked to other genes in the network. Based on a literature search of the known biological functions of these genes, we determined that genes related to the oxidative stress response (*Aldh3A1*, *Ephx1 Gstp1*, *Mt1a*, *Mt1f*, *Nqo1*), cell cycle (*Cdkn1a*, *Mdm2*, *Plk2*), DNA damage (*Cdkn1a*, *Gadd45b*, *Mdm2*), drug efflux (*Abcb1b*, *Gstp1*), and lipid metabolism (*Hmgcs1*, *Idi1*) were clustered together in close proximity as more relevant genes. Furthermore, the gene groups related to DNA repair and the cell cycle were distributed in close proximity to one other, and the gene groups related to oxidative stress and drug efflux were also distributed in close proximity to one other. Genes related to lipid metabolism were placed apart from other functional groups. This suggested a link between DNA repair and the cell cycle, and a link between the oxidative stress response and drug efflux in the process of MMS-induced lens opacity formation. In addition, the group of genes involved in lipid metabolism included only genes belonging to Group 1, which exhibited peak upregulation on Day 1. The group of genes related to DNA repair and the cell cycle was a mixture of genes from Group 1 and genes from Group 2, which exhibited peak upregulation on Day 2. Genes associated with oxidative stress and drug efflux included only Group 2 genes. This suggests that in temporal changes of MMS-induced lens opacity formation, the pathways may be induced in the following order: lipid metabolism, DNA repair and the cell cycle, and oxidative stress and drug efflux.

**Fig 5:**
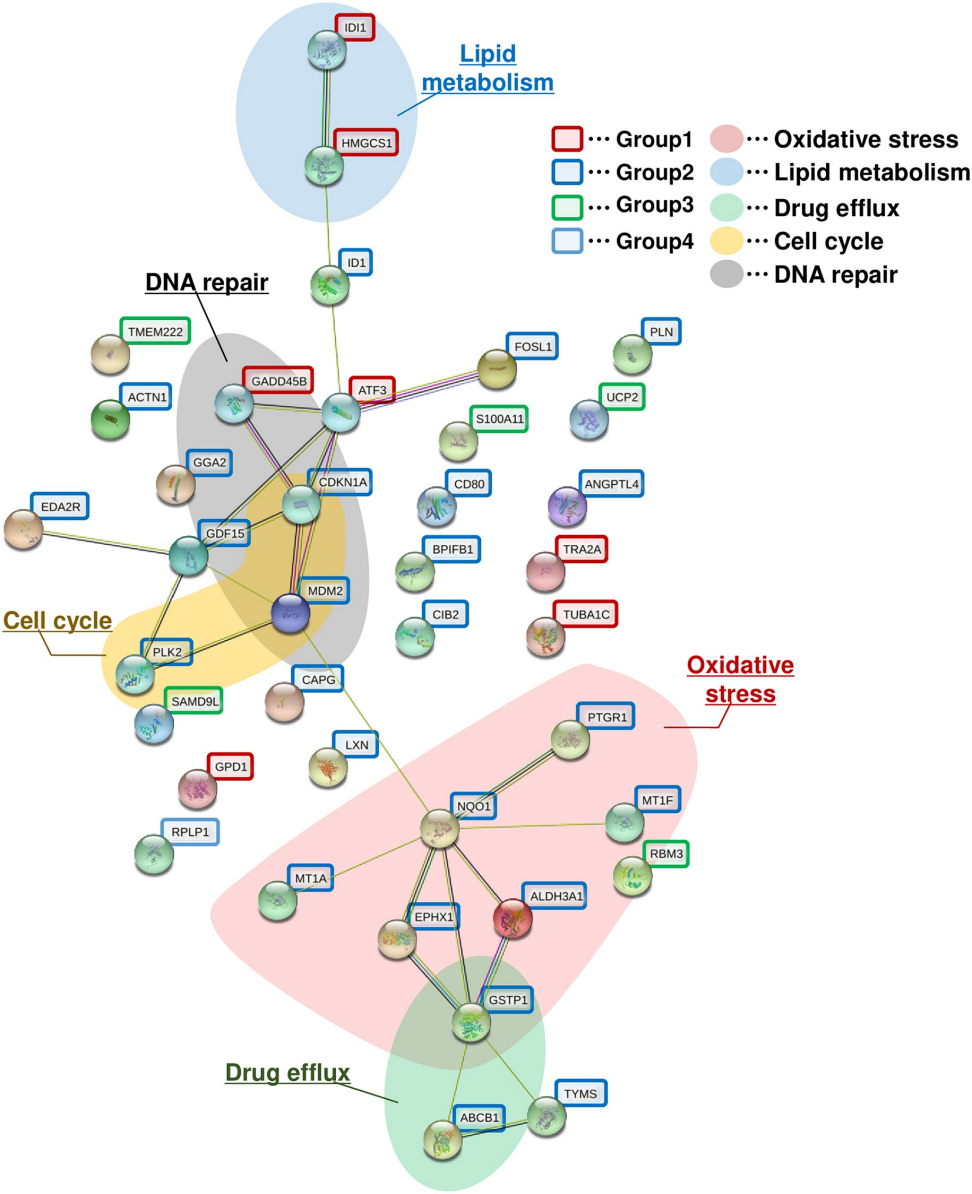
Functional protein association networks established by STRING. Functional protein association networks of 38 genes quantified over time during Days 1–4 of MMS treatment were generated using STRING analysis. Genes belonging to Groups 1, 2, 3, and 4 are circled in red, blue, green, and yellow, respectively. Areas where multiple genes related to oxidative stress, lipid metabolism, drug efflux, cell cycle, and DNA repair were clustered together and were filled with red, blue, green, yellow, and gray, respectively.

## Discussion

As model systems for cataract research, lens opacity can be induced by culturing explanted rat lens under various conditions, including galactose-containing medium [14, 15], H_2_O_2_ [20], selenite [16], and UV light exposure [12, 13]. However, in the present study, we established an experimental system to induce opacity in rat lenses by inducing DNA damage with MMS or Bleomycin treatment. External factors such as UV light exposure are known to cause cataracts, which is thought to result from physical DNA damage that triggers apoptosis of lens epithelial cells (LECs) [36, 37]. Prior reports have used animal models of UV light exposure [8, 9, 38] and *ex vivo* models of UV light exposure in cultured lenses [12, 13], but the use of UV light makes it difficult to control changes over time and intensity, and thus is not ideal as a drug screening model. However, the system developed in the present study utilizes drugs that cause DNA damage, allowing analysis of time- and concentration-dependent effects. Since the speed of cataract progression can be easily controlled in our system, it is possible to screen for drugs that inhibit cataract progression or drugs that reverse cataracts once they have formed.

Lenses treated ex vivo with MMS or Bleomycin developed an annular white opacity in the cortical equatorial region. In a previous study, in lenses cultured in medium containing galactose and H_2_O_2_, and in an ex vivo experimental system in which cataracts were induced by UV light, cataracts formed in an annular pattern in the cortical equatorial region [15, 20, 39]. In the ex vivo system in which cataracts were induced by H_2_O_2_ or UV light, the white turbidity formed in an annular pattern in the cortical equatorial region, and the area and shape of the white turbidity formation were similar. On the other hand, the changes occurring within the lens when cataracts were induced after 3–4 days of incubation with galactose were significantly different [15]. Lenses with MMS-induced clouding showed a decrease in epithelial cells and an overall decrease in cortical cell density, whereas lenses with galactose-induced clouding formed vacuole-like structures. Thus, it is possible that sugar stress and DNA damage may induce white opacity via different mechanism.

This system also has the potential advantage of excluding off-target effects of UV light that lead to cataract formation, such as photooxidation of lipids and other macromolecules. In fact, by measuring changes in gene expression levels over time in this study, we were able to classify the upregulated genes into four groups according to their expression patterns (Fig 4). Therefore, by using this system, we demonstrated that the expression levels of not only DNA damage response genes but also of other genes that are responsible for the development of cataracts were upregulated even during the preliminary stages of cataractogenesis.

As expected, the expression of genes related to DNA repair increased on the first day after drug treatment, but this should not have any effect on subsequent cataract formation because DNA repair genes are activated immediately after DNA damage occurs [40]. In our system, the expression of genes related to the cell cycle was increased in addition to DNA repair genes, suggesting that factors other than DNA repair mechanism or changes in the balance between DNA repair and the cell cycle could affect cataract induction. In fact, Cdkn1a/p21, one of a group of genes associated with isolated DNA repair (Cdkn1a/P21, Gadd45b, and Mdm2), is a cyclin-dependent kinase (CDK) inhibitor and plays an important role in regulating cell cycle progression [41], in which p21 phosphorylation activates Cdk1 during the G2/M phase [42]. Gadd45b is involved in DNA repair mechanisms such as nucleic acid excision repair, mobilization to DNA damage sites, and regulation of DNA access to repair proteins via interaction with Proliferating Cell Nuclear Antigen (PCNA) [43, 44]. Mdm2 binds to the tumor suppressor p53 and inhibits transcriptional activation of p53 target genes [45]. Cell cycle-related genes include Cdkn1a/p21, Mdm2, and Plk2. Plk2 is activated by the spindle checkpoint during mitosis [46]. Atf3 was increased on Day 1, while a 4-fold increase in Atf3 expression, which is involved in various processes of cellular stress response, was reported in UVA-exposed lens epithelial cells compared to controls [47]. It is possible that Atf3-mediated cellular stress response processes similar to those in the UV-induced model are involved.

Group 2, in which expression peaked Day 2, contained genes involved in oxidative stress and drug efflux, which could be linked to the cell cycle-related genes that were maximally upregulated on Day 1. Genes associated with the oxidative stress response included *Aldh3A1*, *Ephx1*, *Gstp1*, *Mt1a*, *Mt1f*, and *Nqo1*. Aldh3a1 is primarily expressed in the cornea and protects against UV light-induced oxidative damage [48, 49]. Aldh3a1 also has a drug efflux effect that removes reactive aldehydes generated by ROS and lipid peroxidation [50]. Gstp1 is a member of the glutathione transferase family, and binds non-polar compounds to glutathione and transports them out of the cell [51]. Furthermore, *Gstp1* and *Nqo1* are both Nrf2 target genes, and when Nrf2 is activated in response to oxidative stress and *Gstp1* and *Nqo1* are transcribed, the gene products function as ROS detoxification enzymes [52]. Therefore, the relationship between genes related to the oxidative stress response and those related to drug efflux suggests that genes related to oxidative stress response may have been upregulated by the addition of MMS, not only because of their direct response to oxidative stress, but also because of their auxiliary functions in detoxification. Genes associated with drug efflux included *Abcb1b* and *Gstp1*. NQO1 is an antioxidant that reduces quinone to hydroquinone [53, 54], and has been used as a biomarker of oxidative stress [17].

As for the remainder of affected genes, Hmgcs1 and Idi1, which were classified in Group 1, are enzymes in the cholesterol synthesis pathway. Hmgcs1 is a cytoplasmic enzyme located upstream of HMGCR in the mevalonic acid pathway, and produces HMG-CoA from acetyl-CoA and acetoacetyl-CoA [55]. IDI1 produces dimethylallyl diphosphate from isopentenyl diphosphate [56]. SCR rats that are genetically predisposed to cataracts are reported to have mutations in Lss and Fdft1, which encode lanosterol synthase and farnesyl diphosphate farnesyltransferase, respectively, and which, like Hmgcs1 and Idi1, are involved in the cholesterol synthesis pathway [57]. Inhibition of cholesterol synthesis inhibits cell proliferation in LECs [58]. These results suggest that the cholesterol synthesis pathway is potentially involved in the newly established experimental system. It is also possible that *Hmgcs1* and *Idi1*, which were upregulated by MMS, promote the cholesterol synthesis pathway.

The experimental system established in this study, in the which the DNA-damaging agents MMS and Bleomycin induced opacity in explanted rat lenses, is an *ex vivo* experimental system, but is a stable system in which the induction of opacity is both concentration- and time-dependent. Therefore, it is expected to be useful in elucidating the detailed molecular mechanisms of cataracts, and it is expected that more detailed mechanisms will be elucidated in the future through the use of small molecule inhibitors.

## Supporting information

S1 Fig Opacity induced by MMS and Bleomycin. Photographs of all samples used in this study are shown. (A) Opacity induced by incubation of lenses in medium containing MMS. (B) Opacity induced by incubation of lenses in medium containing Bleomycin. In the photograph, “q” on the left denotes the sample used for RT-qPCR, and “M” denotes the sample used for microarray analysis.
(ZIP)

S1 Table List of primer sequences for RT-qPCR.

S2 Table List of genes significantly upregulated in microarray analysis. List of genes with more than 2-fold increase in signal value in MMS-treated (Day 2, Day 4) and Bleomycin-treated (Day 2, Day 6) lenses relative to Control. Probes without corresponding gene names and genes with low signal values (signal value < 5) were excluded from analysis. "◆" indicates genes with a signal value increase > 2-fold relative to Control. The signal values are expressed as log2 changes.

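S2 Table gives on each line a gene name, a value for each of the 5 arrays and marks for the treated arrays. Its values are log2 signals of the arrays and not differences from Control, since each line equals exactly 1 probe of the deposited values in all 5 columns, within 0.0006, apart from 1 line that equals more than 1 probe and 9 that equal none. Cd80 and Pkib are among the 9. Their MMS differences in S2 Table, 2.66 and 2.23 for Cd80 and 0.28 and 1.20 for Pkib, equal those of the mean of 2 probes here. In each of the 4 treated arrays the marks equal a signal at least 1 above the Control signal on this scale. The paper's marks number 56 for MMS Day 2, 59 for MMS Day 4, 46 for Bleomycin Day 2 and 69 for Bleomycin Day 6, with 14 lines marked in all 4. Fosl1, a subunit of the AP-1 transcription factor, has log2 differences of 1.77, 0.46, 1.14 and 0.84 in the deposited values of these arrays, and Phlda3, a p53 target, has 0.71, 0.55, 1.36 and 1.71. Of the lines that equal a probe, 22 belong to a probe with no symbol in the platform annotation used here.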

(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

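RNA of cultured rat lenses had been hybridized by the authors to 5 arrays, 1 per condition: Control (4 days in medium), MMS at 1 mM for 2 and 4 days, and Bleomycin at 800 μg/mL for 2 and 6 days. The deposited values are log2 signals on the Rat Gene 2.0 ST array that the authors had normalized with RMA in R, which corrects background, normalizes between arrays and summarizes the probes of a set, called probes here. They were used as deposited, with 36685 probes per array, and were not transformed again.

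Gene symbols came from the platform annotation. Of the 19086 named probes, 18511 had 1 symbol and 575 had more than 1, and 18394 were found in a RefSeq gene table of the rat, which served for names alone; no coordinates are given. The kept probes follow the study's rule: a gene name, a log2 signal of at least 5 in 1 array or more, and, for a call, a difference of at least 2-fold. Of all probes, 7084 reached a signal of 5 in some array. The number per array was 6076 (Control), 5435 (MMS Day 2), 4868 (MMS Day 4), 5416 (Bleomycin Day 2) and 5112 (Bleomycin Day 6), and the SD of all values was 2.00, 1.92, 1.82, 1.92 and 1.88. The depth of an array is its signal over background, and the array medians, from 2.84 to 3.02, lie under the filter. Equal values in 2 arrays were common, in 18.4% of probes for Control and MMS Day 2, 27.7% for the Day 2 arrays of both drugs and 3.83% for all 5 arrays.

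For lists and named genes, the probes of a gene with 1 symbol were averaged, which left 4033 genes of 18166. The Mt1, Samd9l, Cd80, Mt2A, Hspd1, Ifitm3 and Pkib probes differed from each other. The brighter Mt1 probe had 1.29, 1.87, -2.89 and -2.48 (MMS Day 2 and Day 4, Bleomycin Day 2 and Day 6, the order used throughout) and the dimmer 2.09, 1.07, 0.29 and -0.19. For Samd9l they had 1.34, -0.19, 1.15 and -0.99, against 0.05, -0.25, -0.08 and 0.00. For Cd80 they had 3.26, 2.59, 3.36 and 1.66, against 2.07, 1.87, 2.27 and 1.87, and for Mt2A -1.02, -2.62, -4.51 and -5.23, against -0.29, -0.79, -5.09 and -6.25. The 2 Hspd1 probes had -0.83 and 0.03 in MMS Day 4, the Ifitm3 probes -0.52 and 0.08, and the Pkib probes 0.98 and 1.43. Mt1a of the paper is Mt1 in the annotation, and Rplp1 and Hmgcs1 were read from the probe that equals their line in S2 Table within 0.0006. No probe carries the symbol Gapdh, Atr, Cacng8 or Pdlim4.

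With 1 array per condition there is no test and no p-value across arrays. Differences of log2 signals, counts of probes at least 2-fold apart, overlaps, Euclidean distances with complete linkage, a centred PCA and Pearson's r across genes were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Overlaps stand beside the number that independent lists give and beside 100 simulations of unchanged arrays that share 1 control, with noise taken from the difference of the Day 2 arrays. The steps were tested on simulated data: with a noise SD of 0.15 on 4033 genes and 100 genes shifted 4-fold each way, 100 and 100 were found and 0 unchanged genes were called. That noise was set by hand, so this run checks the steps and not the rate of false calls. In the simulations with noise from the Day 2 arrays, 43.6 unchanged probes per array were called higher on average. That noise also holds any difference between the effects of MMS and Bleomycin, so this number may be too high.

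The gene lists, the comparisons, the alternatives and the rule for named genes were fixed before the data were examined. The lists cover p53, NRF2 and other SREBP targets, metallothioneins, cholesterol synthesis, the integrated and endoplasmic reticulum stress responses, AP-1 and immediate early genes, heat shock, interferon response, cell proliferation, base excision and double-strand break repair, apoptosis, epithelial-mesenchymal transition, lens crystallins, lens fiber and lens epithelial cells, 9 marker lists of other cell types, and the gene families of ribosomal proteins, histones, microRNAs, MHC class I, olfactory and vomeronasal receptors and mitochondrially encoded genes. The groups of genes that the study formed were summarized too, and since the study chose them on these arrays or by RT-qPCR they are no independent evidence. Each list's median was set beside 10000 random lists of the same size, matched on mean signal in 20 bins, and again over all genes with no filter, since the filter itself can depend on a difference from Control.

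The named genes are all genes in the paper's text, Table 1 and Fig 5 (their S2 Table values had been seen), the 10 genes farthest above and below Control in each treated array, up to 4 members of each list with the largest difference, the 5 farthest apart each way between MMS and Bleomycin on Day 2, and Gapdh. Genes named outside this rule were chosen after their values were seen: Pkib, Phlda3 and S100a4. Slc30a1 was named for a hypothesis before its values were seen.

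The alternatives were no signal filter, a filter at 6, centring each array on its median over kept probes or on its olfactory receptor probes, quantile normalization over kept probes, averaged probes with 1 symbol, genes scaled to unit variance in the PCA, and average linkage on 1 minus the Pearson correlation. A value counts as moved when it differs by more than 1.5 times or, for called values, changes sign. For Mt1 and Samd9l, the probe that equals S2 Table was added as an alternative after the data were seen. Images, transparency and RT-qPCR of the study were not analysed here beyond the gene groups its tables and text give.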

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

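The tests of a uniform shift, of a distortion that depends on signal, of an unusual Control array and of measurement error by RT-qPCR were chosen only after the results were seen.

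The study reports genes higher than Control, and the same rule gives many that were lower, a direction it does not report: 402 named probes in MMS Day 2, 1133 in MMS Day 4, 397 in Bleomycin Day 2 and 819 in Bleomycin Day 6. The lens epithelial list, whose expression the paper does not report, had medians of -1.06, -2.27, -1.68 and -2.04. Mt1 and Mt1f stood above Control in both MMS arrays and below it in both Bleomycin arrays: the brighter Mt1 probe had 1.29, 1.87, -2.89 and -2.48, and Mt1f 1.23, 1.68, -1.69 and -1.16. With 1 array per condition, this difference between the drugs was not tested.

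Among named probes above the filter, many more stood below Control than above it, 95.4% of those at least 2-fold apart in MMS Day 4, against 76.5% with no filter and 55.4% over all probes, named or not. A uniform shift by the authors' normalization is argued against as the whole cause, since ribosomal protein genes had a median of -0.074 in MMS Day 4 (0.55 after median centring) where all measured genes had -0.46, and for the epithelial list so is a distortion that depends on signal, since its median was -1.61 in MMS Day 4 after quantile normalization, which removes such a trend. For the other genes such a distortion cannot be told apart from an effect in the cells, since the median of MMS Day 4 minus Control moved with signal, from 0.16 at log2 levels under 2 to -0.31 between 6 and 8, -0.15 between 8 and 10 and 0.03 above 10, and no transcript of known amount was analysed here. A lower share of lens epithelial cells in the RNA may account for part of the pattern, as the epithelial median of -2.27 in MMS Day 4 lay below the fiber cell median of -0.36 (0.26 after median centring), and the paper describes fewer epithelial cells in lenses clouded by MMS, although lower transcription within those cells would give the same values and was not tested. An unusual Control array and an effect of the drugs or of the days in culture cannot be told apart with 1 Control array: 292 probes were lower in both Day 2 arrays, and of the probes at least 2-fold apart between MMS Day 4 and MMS Day 2, with no Control involved, 97.4% were lower in Day 4, but 73.3% after median centring and 68.5% after quantile normalization.

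Among the 35 probes that were at least 2-fold higher in MMS Day 4 and not in MMS Day 2, 8 carry names of olfactory receptors, microRNAs, defensins or protamines, against 2 of the 51 higher in MMS Day 2. Defensins and protamines are on none of the fixed lists, so this contrast only describes the called probes and was not tested. No table of these arrays excludes a technical source. A general rise of background on that array cannot be told apart from other causes, since the median of all olfactory receptor genes was 0.19 above Control there, against 0.00, 0.00 and 0.05 in MMS Day 2, Bleomycin Day 2 and Bleomycin Day 6, a value between the limits set for the test, and 19 of the 35 stayed at least 2-fold higher after centring on these probes. Of 1167 olfactory receptor probes, 6.77% were at least 2-fold higher in MMS Day 4, against 1.71%, 2.40% and 3.68% in those other arrays. The median signal of these probes in MMS Day 4 lay 0.26 above that in Control. Both values go with a rise of background and do not give its source. Measurement error cannot be told apart either: by the study's RT-qPCR 5% of the 20 tested genes called on Day 4 alone exceeded 2-fold, but the day of that RT-qPCR is not stated. A biological effect of the longer exposure stays open and was not tested.

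The differences from Control were alike for both drugs, with r = 0.81 on Day 2. The later-minus-earlier differences of MMS and Bleomycin, which share no array, had r = 0.36. That value shows a likeness of the later changes alone, so it cannot decide how far the shared Control array makes the Day 2 likeness. The shared Control may add to that likeness, as unchanged arrays with equal noise that share 1 control have r = 0.50 by construction. That value does not measure how much of the 0.81 comes from the Control. What lenses in longer culture have in common with no drug is confounded with the drugs, since the Control was cultured for 4 days alone, and was not tested.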

How the results depend on the processing

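The alternative with a single probe for Mt1 and Samd9l was chosen only after the values were seen. No paired analysis was possible because each condition has 1 array. Of 140 values of counts, distances and correlations under the alternatives, 94 stayed within 1.5 times and 46 moved; of 588 list medians 262 did, 321 moved and 5 reversed, where a change of sign counts as reversed only for medians in the outer 2.5% of random lists and as moved otherwise. The epithelial list stayed below Control under all settings run. With no signal filter the higher probes were 145, 472, 132 and 324 and the lower 548, 1533, 588 and 1153, the union of the MMS arrays 556 and their overlap 61, since more probes are tested, r of the drug differences was 0.146, the sample tree joined 1 of 2 pairs, and the p53 medians were 0.37, 0.00, 0.36 and 0.44 and the epithelial median -0.91 in Bleomycin Day 2. With a filter at 6, 2342 probes were kept, 29, 30, 23 and 38 higher and 237, 656, 222 and 450 lower, the MMS union was 44, as fewer are tested, and the p53 median in MMS Day 4 reversed to -0.17. With median centring 108, 293, 101 and 201 were higher and 195, 413, 223 and 408 lower, the union 329 and the overlap 72, the p53 median in MMS Day 4 was 1.11, and the ribosomal median in Bleomycin Day 2 reversed to 0.20. With quantile normalization 143, 282, 125 and 222 were higher and 241, 427, 244 and 375 lower, the union 329, the overlap 96 and the p53 medians 1.11 and 0.95 in the MMS arrays. With centring on olfactory receptors 29 were higher in MMS Day 4, the union was 56, the tree joined 1 pair, the p53 median there was 0.23, and the medians of NRF2 targets and cholesterol synthesis in Bleomycin Day 6 reversed to -0.022 and -0.0081 and that of crystallins in MMS Day 4 to -0.076. For cholesterol synthesis this centring also took Acat2 and Mvd under the filter, so the set of genes changed too. Average linkage on 1 minus Pearson's r joined 1 pair. With unit variance the PCA distances were 70.7, 126.7, 78.2 and 107. Apart from the filters, the cause was not tested. Averaging probes moved 0 of the values it was run on by more than 1.5 times. Genes near the array background, with log2 signal under 5, are not resolved.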

Differences from the paper's values

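The alternative with the single probe that equals S2 Table was chosen only after the values were seen. Values are log2 signal of the MMS array minus Control, those of the paper computed from the signals in its S2 Table. Of 76 such values, for 38 genes, 70 equal the values here within 0.0006.

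For Mt1a the paper has 1.29 in MMS Day 2 and 1.87 in MMS Day 4, and the mean of 2 Mt1 probes here had 1.69 and 1.47. Of the alternatives set before the data were examined, the 3 scalings were run for it and all differ too, with 1.96 and 2.09 (median centring), 1.61 and 1.21 (olfactory receptor centring) and 2.16 and 2.30 (quantile normalization). The single probe that equals S2 Table reaches the paper's values, 1.29 and 1.87, an alternative chosen after seeing the values that drops 0 of the paper's called genes. For Samd9l the paper has 1.34 and -0.19, and the mean of 2 probes had 0.70 and -0.22. Median and olfactory receptor centring differ as well, with 0.97 and 0.41, and 0.62 and -0.48, and quantile normalization over kept probes gave no value for it, while the single probe, chosen after seeing the values, reaches 1.34 and -0.19 and calls Samd9l on Day 2 as the paper does. For S100a11 the paper has 1.41 and 0.47, and the value here was 1.504 and 0.604. The 3 scalings also differ, with 1.78 and 1.23, 1.42 and 0.34, and 1.61 and 0.90, and no setting run reached both of the paper's values, though olfactory receptor centring came to 1.42 in MMS Day 2.

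The paper orders the arrays by their distance from Control in the PCA with Bleomycin Day 6 the farthest and MMS Day 4 before it. Here MMS Day 4 was the farthest, 64.4 against 57.9, and it was so under each setting run: 87.0 against 78.4 with no filter, 50.9 against 45.5 with the filter at 6, 52.4 against 50.5 with median centring, 75.6 against 61.1 with olfactory receptor centring, 52.3 against 49.3 with quantile normalization, 62.9 against 56.4 with averaged probes and 126.7 against 107 with unit variance. The nearest 2 places were those of the paper, MMS Day 2 and then Bleomycin Day 2. For Group 3 of its RT-qPCR genes the paper describes levels that rise to Day 4 or hold, and on the arrays, a different measure, 5 of 5 of these genes were higher on Day 2 than on Day 4, with medians of 1.16 and 0.60, but 4 of 5 with median centring (1.43 and 1.23) and 3 of 4 with quantile normalization (1.61 and 1.26).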

Other observations

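The test of epithelial cell loss for the metallothioneins was chosen only after the result was seen. Genes of the integrated and endoplasmic reticulum stress responses, which cells use when amino acids or protein folding fail, were mostly lower, with medians over 18 genes of -0.73, -1.14, -0.42 and -0.42 (MMS Day 2, MMS Day 4, Bleomycin Day 2, Bleomycin Day 6). With median centring these genes had a median of 0.04 in Bleomycin Day 6, and their other medians moved nearer to Control but stayed below it. At least 2-fold lower were 7, 11, 3 and 3 of them, and with no signal filter the medians over 22 genes were -0.37, -0.84, -0.34 and -0.37, with 23, 8, 23 and 314 of 10000 random lists as low. Chac1, which degrades glutathione, had -1.82 and -1.97 in the MMS arrays, Trib3, a pseudokinase, -1.85 and -2.21, Asns, asparagine synthetase, -1.04 and -2.21, and Ddit4, an inhibitor of growth signaling, -1.67 and -2.30, while Atf3, a stress-induced transcription factor, had 1.04 and 1.35. The genes linked to epithelial-mesenchymal transition and matrix had medians below Control in all 4 arrays under each scaling, of -0.95, -1.36, -0.81 and -1.53 over 11 genes, with 4, 7, 5 and 7 of them at least 2-fold lower, and with no signal filter the medians over 21 genes were -0.09, -0.47, -0.23 and -0.22, with 755, 62, 88 and 325 of 10000 random lists as low. S100a4, a calcium-binding protein on this list, stood above Control in each, with 0.25, 0.51, 0.18 and 0.23. Col4a1, a basement membrane collagen, had -2.51, -2.83, -2.39 and -3.06, Tgfb2, a growth factor, -0.97, -1.90, -1.17 and -2.42, and Sparc, a matrix protein, -0.95, -1.56, -1.47 and -2.58. Markers with 1 measured gene each were Mfap2 of the zonule (-2.12, -3.08, -1.67 and -2.09), Pdgfra of fibroblasts (-2.98, -3.51, -3.35 and -2.98) and Mitf of pigmented epithelium (0.00, 0.00, 0.79 and -0.24). Pdgfra is also on the lens epithelial list, so its values are not separate from that list's.

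The 11 cholesterol synthesis genes had medians of 0.27, -0.04, 0.38 and 0.29, with 0.59 in MMS Day 4 after median centring and 0.61 after quantile normalization. After olfactory receptor centring, which also takes Acat2 and Mvd under the filter, the median of the genes left was -0.01 in Bleomycin Day 6. With no signal filter the medians over 17 genes were 0.27, -0.04, 0.22 and 0.21, with 3, 3249, 25 and 23 of 10000 random lists as high. Sqle, the squalene epoxidase, had 1.20 in MMS Day 2 and Msmo1 -1.36 in MMS Day 4. The 5 other SREBP targets had -0.56, -1.01, -0.27 and -0.76, with 0.01 in Bleomycin Day 2 after median centring and 0.02 after quantile normalization, and Srebf1, the transcription factor itself, had -1.60 in both MMS arrays; with no signal filter, 2244, 1603, 1189 and 876 of 10000 random lists were as low as these targets. Muscle markers had medians over 5 genes of 0.15, 0.68, 0.40 and 1.01, with Pln, a regulator of the calcium pump, at 1.78, 0.68, 2.96 and 1.71, Pvalb at 2.68 and 3.45 under Bleomycin, and Des, desmin, at -2.15, -2.80, -2.15 and -2.29. The 3 corneal markers had -0.17, -0.24, -0.65 and -1.10, where both MMS medians turn positive, 0.11 and 0.39, with median centring and also with quantile normalization. Of the proliferation genes, Tyms had 1.54, 0.12, 0.86 and 0.89 and Pcna, the replication clamp, 0.40, -0.10, -0.11 and 1.92.

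The NRF2 targets had 0.09, -0.19, -0.01 and 0.08, with 0.44 in MMS Day 4 and 0.27 in Bleomycin Day 2 after median centring and -0.02 in Bleomycin Day 6 after olfactory receptor centring. AP-1 and immediate early genes had -0.30, -0.53, -0.56 and -0.12, with 0.09 in MMS Day 4 and 0.34 in Bleomycin Day 6 after median centring, and Dusp1, a phosphatase of stress kinases, had -1.88, -2.85, -2.24 and -0.42. Heat shock genes had 0.00, -0.33, 0.00 and 0.10, with 0.29 in MMS Day 4 after median centring and -0.08 in both Day 2 arrays after olfactory receptor centring, where the median of 0.10 in Bleomycin Day 6 falls just under 0, and Dnajb1, a cochaperone, had -1.39 and -1.26 in the MMS arrays. The 4 interferon response genes had 0.34, -0.17, 0.15 and -0.94, with 0.46 in MMS Day 4 after median centring. After olfactory receptor centring, which also takes Ifitm3 under the filter, the median of the genes left was -0.58 in Bleomycin Day 2. Base excision repair genes had 0.18, -0.15, 0.12 and 0.00 (0.48 in MMS Day 4 after median centring), with 0 of 5 at least 2-fold apart, and the 3 double-strand break repair genes 0.22, -0.28, 0.03 and -0.13 (0.34 in MMS Day 4 and 0.33 in Bleomycin Day 6 after median centring, -0.05 in Bleomycin Day 2 after olfactory receptor centring), with Lig4 at 2.13 in Bleomycin Day 2. The 5 apoptosis genes had 0.09, -0.35, -0.20 and -0.43 (0.28, 0.08 and 0.03 in the last 3 after median centring). Mitochondrially encoded genes had -0.71, -1.84, -0.16 and -1.39 (0.12 in Bleomycin Day 2 after median centring), with 3 of 3 at least 2-fold lower in MMS Day 4 and in Bleomycin Day 6, 79 ribosomal protein genes -0.01, -0.07, -0.08 and 0.00 (0.26, 0.55 and 0.20 in the first 3 after median centring), and 11 histones -0.03, -0.25, -0.39 and -0.51 (0.24 and 0.38 in the MMS arrays after median centring, 0.07 in Bleomycin Day 6 after quantile normalization), among them H4c14 at -1.62, -3.67, -2.85 and -4.40. Quantile normalization turned the sign of the same medians as median centring in these lists, apart from heat shock genes in MMS Day 4 and mitochondrially encoded and ribosomal protein genes in Bleomycin Day 2, where the sign stayed. The histone median in Bleomycin Day 6 turned with quantile normalization and not with median centring. The 19 microRNA genes had 0.50, 0.76, 0.48 and 0.60, the 7 olfactory receptors above the filter 0.47, 0.85, 0.45 and 0.87, the MHC class I genes RT1-CE5 2.55 in Bleomycin Day 6 and RT1-CE16 1.31 in MMS Day 4, and of 158 vomeronasal receptors 0 were above the filter. Over all members on the array, with those near background brought in, the medians were 0.12, 0.01, 0.16 and 0.00 over 24 interferon response genes, 0.02, 0.00, 0.00 and 0.10 over 9 corneal markers, 0.20, 0.38, 0.30 and 0.30 over 12 muscle markers, 0.00, 0.16, 0.00 and 0.07 over 363 microRNA genes, 0.00, 0.19, 0.00 and 0.05 over 1157 olfactory receptors, 0.00, -0.04, -0.13 and 0.00 over 19 AP-1 and immediate early genes, 0.00, -0.06, -0.02 and -0.06 over 22 apoptosis genes, and 0.00, -0.09, -0.02 and -0.19 over 25 histones, and 0.00 in each array over 19 double-strand break repair genes.

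Of the study's own groups, the oxidative stress genes had medians over 6 genes of 1.35, 0.73, -0.74 and -0.62 (0.12 in Bleomycin Day 6 after quantile normalization), the 3 cell cycle genes 2.06, 1.36, 1.70 and 2.29, the 3 DNA damage genes 2.06, 1.36, 1.12 and 1.32, and 4 other genes it names 0.21, -0.07, -0.05 and 0.47 (0.56 and 0.23 in MMS Day 4 and Bleomycin Day 2 after median centring, 0.56 and 0.28 after quantile normalization). Of its drug efflux genes Abcb1b had 2.63, 1.42, 3.38 and 2.36 and Gstp1 1.48, -0.18, -0.83 and -0.96, and of its lipid metabolism genes Idi1 had 1.09, 0.55, 1.09 and 0.61 and Hmgcs1, on the probe that equals S2 Table, 2.40, 1.89, 1.46 and 1.08. Of its RT-qPCR groups, Group 1 had array medians over 7 genes of 1.13 on Day 2 and 0.70 on Day 4, Group 2 over 25 genes 1.64 and 0.77, and Rplp1, which makes up Group 4, had 1.04 and 1.51.

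For the fall of metallothionein genes under Bleomycin, 2 hypotheses were tested. Less free zinc or other metal in the lens cells, which would lower transcription by the metal-responsive factor MTF-1, may be a cause, but Slc30a1, another zinc-induced gene, had -0.40 in Bleomycin Day 2 and -0.12 in Bleomycin Day 6; its signal stayed under 5 in all 5 arrays, too near background to show a fall of 2-fold, so the test cannot decide. Loss of the epithelial cells that hold these transcripts was read from MMS Day 4, where the epithelial list stood at -2.27 while Mt1, as the mean of 2 probes, and Mt1f had a median of 1.57 and Mt2A, which stood farthest below Control under Bleomycin, -1.70, a value that goes with loss of cells; MMS itself may raise Mt1 and Mt1f in the cells that stay, so loss of cells under Bleomycin cannot be told apart from lower transcription.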
